# Alteration of mRNA 5-Methylcytosine Modification in Neurons After OGD/R and Potential Roles in Cell Stress Response and Apoptosis

**DOI:** 10.3389/fgene.2021.633681

**Published:** 2021-02-03

**Authors:** Huan Jian, Chi Zhang, ZhangYang Qi, Xueying Li, Yongfu Lou, Yi Kang, Weimin Deng, Yigang Lv, Chaoyu Wang, Wei Wang, Shenghui Shang, Mengfan Hou, Hengxing Zhou, Shiqing Feng

**Keywords:** m^5^C methylation, epitranscriptome, ischemia-reperfusion injury, oxygen-glucose deprivation/reoxygenation, cell stress, apoptosis

## Abstract

Epigenetic modifications play an important role in central nervous system disorders. As a widespread posttranscriptional RNA modification, the role of the m^5^C modification in cerebral ischemia-reperfusion injury (IRI) remains poorly defined. Here, we successfully constructed a neuronal oxygen-glucose deprivation/reoxygenation (OGD/R) model and obtained an overview of the transcriptome-wide m^5^C profiles using RNA-BS-seq. We discovered that the distribution of neuronal m^5^C modifications was highly conserved, significantly enriched in CG-rich regions and concentrated in the mRNA translation initiation regions. After OGD/R, modification level of m^5^C increased, whereas the number of methylated mRNA genes decreased. The amount of overlap of m^5^C sites with the binding sites of most RNA-binding proteins increased significantly, except for that of the RBM3-binding protein. Moreover, hypermethylated genes in neurons were significantly enriched in pathological processes, and the hub hypermethylated genes RPL8 and RPS9 identified by the protein-protein interaction network were significantly related to cerebral injury. Furthermore, the upregulated transcripts with hypermethylated modification were enriched in the processes involved in response to stress and regulation of apoptosis, and these processes were not identified in hypomethylated transcripts. In final, we verified that OGD/R induced neuronal apoptosis *in vitro* using TUNEL and western blot assays. Our study identified novel m^5^C mRNAs associated with ischemia-reperfusion in neurons, providing valuable perspectives for future studies on the role of the RNA methylation in cerebral IRI.

## Introduction

Posttranscriptional RNA modifications have important biological significance in RNA metabolism. The most widely studied RNA posttranscriptional modification is N6-methyladenosine (m^6^A). Moreover, “writers,” “erasers,” and “readers” of the m^6^A modification have been identified. Increasing evidence shows that m^6^A exhibits a wide range of effects on mRNA metabolism, including mRNA stability, translation, and splicing (Cao et al., 2016; Meyer and Jaffrey, 2017; Zhao et al., 2017). N1-methyladenosine (m^1^A), 5-methylcytosine (m^5^C), pseudouridine (Ψ), and other modification types also play an important role in the posttranscriptional regulation of genes (Carlile et al., 2014; Li et al., 2015; Dominissini et al., 2016; Amort et al., 2017; Yang et al., 2017). Cytosine methylation is a new type of RNA modification first identified in tRNA and rRNA (Helm, 2006; Schaefer et al., 2009). Using advanced high-throughput techniques combined with next-generation sequencing (NGS), m^5^C modification sites were also found in many mRNAs. The main regulatory proteins that were identified include the NOP2/Sun RNA Methyltransferase Family Member 2 (NSUN2, known as an m^5^C “writer”) and Aly/REF export factor (ALYREF, known as an m^5^C “reader”; Yang et al., 2017). Existing studies have demonstrated that the m^5^C methylation modification of mRNA can regulate key biological processes, such as mRNA nuclear effects, maintenance of mRNA stability, and neural stem cell differentiation (Flores et al., 2017; Yang et al., 2017; Chen et al., 2019b).

Ischemia-reperfusion injury (IRI) could cause extensive tissue and organ damage, and the core mechanism of IRI is blood vessel remodeling after deprivation of the blood supply to a certain area or organ and blood reperfusion after tissue and organ ischemia (Eltzschig and Eckle, 2011). Current studies have demonstrated that ischemia and reperfusion can cause tissue and organ damage through a variety of pathophysiological mechanisms. The main pathological mechanisms include activation of the complement system, calcium overload, reduction in oxidative phosphorylation, endothelial dysfunction, activation of the apoptotic signaling pathways, and an increase in the free radical concentration (Eltzschig and Eckle, 2011**;** Duehrkop and Rieben, 2014). In brain tissue, ischemia and hypoxia are closely related to many neurological diseases, such as traumatic brain injury (TBI), acute ischemic stroke, and iatrogenic cardiopulmonary bypass surgery (Wiberg et al., 2016; Lopez et al., 2017; Zhao et al., 2018).

In addition, epigenetic effects play an important role in nerve damage caused by IRI. Studies have demonstrated that miR-424 can enhance the levels of DNA methyltransferase 1 (DNMT1) and histone 3 lysine 27 trimethylation through the NFIA/DNMT1 signaling pathway, thereby preventing astrogliosis after cerebral IRI in mice (Zhao et al., 2019). Simultaneously, after cerebral IRI, the m^6^A RNA demethylase AlkB homolog 5 (ALKBH5) selectively demethylates Bcl2 transcripts, thereby preventing the degradation of Bcl2 transcripts and enhancing Bcl2 protein expression (Xu K et al., 2020). Therefore, epigenetic modifications of nerve tissue may play an important role in the protection of nerve function and microenvironment improvement after injury. However, under cerebral IRI conditions, the landscape and potential functions of m^5^C modifications of mRNA remain unclear.

Thus, in this study, we aimed to gain a deeper understanding of the m^5^C methylation of neurons after IRI. To this end, we established an oxygen-glucose deprivation/reoxygenation (OGD/R) model with primary cerebral neurons to simulate cerebral IRI *in vivo*. Sequencing of bisulfite-treated RNAs (RNA-BS-seq) was performed to analyze whether the methylation modification of mRNA was significantly altered after OGD/R treatment. The results showed that m^5^C methylation modifications were abundant in neurons. Simultaneously, after OGD/R induction, numerous novel m^5^C sites were identified in neuronal mRNAs that were associated with various disease-related pathways. In addition, we examined the potential connections among the m^5^C methylation sites, protein-binding sites and chromosome distribution. In general, our research provided a comprehensive description of the epigenetic mechanism of m^5^C modification in neurons after OGD/R and afforded basic information for further research on the function and specific mechanism of m^5^C after IRI in neural tissues.

## Materials and Methods

### Primary Cerebral Neuron Isolation and Culture

Murine primary cortical neurons were isolated from embryos of pregnant C57/BL6 mice as previously described (Hilgenberg and Smith, 2007; Sciarretta and Minichiello, 2010). Briefly, the cortex of the embryonic mice was dissected in high-glucose DMEM (Gibco, Cat# 31053028) at 4°C. Then, the cortical tissue was cut into 1-mm^3^ pieces and centrifuged at 800 rpm for 5 min at room temperature. The tissue was incubated with papain solution (10 U/ml; Worthington, Cat# LS 03126) for 15 min at 37°C in a 5% CO_2_ incubator and dissociated into single cells by gentle trituration. Then, single cells were resuspended in DMEM-HG containing 10% fetal bovine serum (Gibco, Cat# 10099-141) and 1% penicillin/streptomycin (Invitrogen, Cat# 15140148). Finally, neurons were plated on poly-l-lysine (Sigma-Aldrich, Cat# P4832)-precoated cell culture dishes at 1.0 × 10^6^ cells/ml. After 4 h, the previous medium was replaced with neurobasal medium (Gibco, Cat# 21103049) containing 2 mmol/L glutamine (Gibco, Cat# 25030081), 1% B-27^TM^ Supplement (50X; Gibco, Cat# 17504044), and 1% P/S (Invitrogen, Cat# 15140148). The neuronal media were changed every 3 days.

### Oxygen–Glucose Deprivation/Reoxygenation

Neuronal medium was removed, and neurons were washed with phosphate-buffered saline (PBS; Sigma-Aldrich. Cat# D8537) supplemented with 1% P/S several times. To initiate OGD, neuron cells were cultured in glucose-free DMEM (Gibco, Cat# 31053028). Then, neurons were placed in hypoxic conditions (37°C, 94% N_2_, 21% O_2_, and 5% CO_2_) for 3 h. Then, the glucose-free DMEM was changed to normal neuronal culture medium, and neurons were incubated under normal incubatory conditions (37°C, 5% CO_2_) for 24 h. The culture conditions were simulated for reperfusion. Neurons treated without OGD served as a control group.

### RNA Extraction

TRIzol reagent (Invitrogen Corporation, CA, United States) was used to extract RNA from the primary cultured neurons following the manufacturer’s protocol, and the NEBNext^®^ rRNA Depletion Kit (New England Biolabs) was used to reduce the rRNA content. The RNA concentration of each sample was measured by NanoDrop ND-1000 (Thermo Fisher Scientific). The ratio of OD260/OD280 value was used to assess the purity of the RNA index. When the OD260/OD280 value ranges from 1.8 to 2.1, RNA is considered pure. Electrophoresis was performed on a denaturing agarose gel to evaluate RNA integrity.

### RNA-BS-Seq and Identification of m^5^C Sites

Briefly, RNA was bisulfite-converted and purified using the EZ RNA Methylation Kit (Zymo Research). Then, the TruSeq Stranded Total RNA Library Prep Kit (Illumina) was used to construct the RNA libraries. The library quality was assessed by a BioAnalyzer 2100 system (Agilent Technologies, Inc.). Library sequencing was performed on an Illumina HiSeq instrument with 150-bp paired-end reads. Paired-end reads were quality controlled by Q30, and low-quality reads were removed after 3′ adaptor trimming by Cutadapt software (v1.9.3). STAR software was used to match clean reads of the input library to the reference genome (version mm10; Dobin et al., 2013), which were obtained from the UCSC database, and meRanGh software (a component of meRanTK) was used to align the clean reads of the bisulfite-treated library to the reference genome (Rieder et al., 2016). meRanCall was used to extract each methylated cytosine (C) site in the genome, and meRanCompare was used for the identification of differentially methylated sites. Finally, the m^5^C sites were considered credible with an m^5^C methylation level ≥ 0.1 and a coverage depth ≥ 10.

### Analysis of the m^5^C Distribution

According to the provided method, the distribution map of the m^5^C locus on the chromosome was drawn according to the m^5^C locus information (Hao et al., 2020). The m^5^C locus information was annotated using BEDTools (Quinlan and Hall, 2010), and m^5^C sites in the mRNA were mapped to five regions: 5′UTR, start codon, CDS, stop codon and 3′UTR. In addition, 21-nt sequences proximal to the m^5^C locus on both sides were extracted with BEDTools, and logo plots were generated using WebLogo. The distribution of methylation peaks was plotted using MetaPlotR software (Olarerin-George and Jaffrey, 2017). Profiles of the RNA-binding protein (RBP) binding sites were downloaded from POSTAR (Hu et al., 2017), and the available binding sites were combined into one BED file and used to analyze the overlap with the m^5^C sites.

### Bioinformatics Analysis

To explore the function of the m^5^C modification after OGD/R, the m^5^C sites were selected according to the criteria of the m^5^C methylation level ≥ 0.1 and coverage depth ≥ 10 in all three repetitions. As a comprehensive and excellent biometric analysis website (Zhou et al., 2019), Metascape was used to perform the enrichment analysis of hypermethylated and hypomethylated genes using the following ontology sources: Gene Ontology (GO) Biological Processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway. Terms with a minimum overlap of 3, *p*-value < 0.01, and enrichment factor >1.5 were considered. Next, we used the STRING database to perform protein-protein interaction (PPI) network analysis of differentially methylated genes and the Molecular Complex Detection (MCODE) plug-in to analyze closely connected network components. Differentially expressed genes (DEGs; | FC| > 1.5, *p* < 0.01) methylated by m^5^C were used to further analyze the effect of m^5^C methylation. GO functional analysis was performed using the GO website, and terms with *p*-values < 0.05 were considered statistically significant. Moreover, KEGG pathway analysis was performed by DAVID (Huang da et al., 2009), and pathways with a *p*-value < 0.05 were considered to be significant. Gene set enrichment analysis (GSEA) was analyzed by the biological process items, and the mouse gene set data were downloaded from GSKB^1^.

### Methylated RNA Immunoprecipitation and Quantitative Reverse-Transcription PCR

Methylated RNA immunoprecipitation (MeRIP) was performed by Cloudseq Biotech, Inc. (Shanghai, China). Briefly, RNA was fragmented by incubation with fragmentation buffer at 94°C for 4 min. Stop solution (0.05 M EDTA) was added to stop fragmentation. The anti-m^5^C antibody (Diagenode, Cat# C15200081-100) and protein G beads were incubated with the fragmented RNA in IP buffer for 2 h on a rotating wheel at 4°C to reduce nonspecific binding. After the beads settled to the bottom of the tube, the supernatant was discarded, and IP buffer was added to resuspend the magnetic beads. This procedure was repeated twice, and the tube was placed on ice. The eluent was added and incubated at 4°C for 1 h, and clear supernatant was collected and purified with an RNase MiniElute Kit. The eluted sample was used to obtain RNA after MeRIP. RNA after MeRIP was analyzed by Quantitative Reverse-Transcription PCR (qRT-PCR) together with the corresponding input RNA. The primers used for qRT-PCR analysis are presented in Table 1.

**TABLE 1:** MeRIP qRT-PCR primer information.

**Name**	**Primer sequence (5′-3′)**	
Ngp	Forward: AAGGGGCCAAGAGTGGTAGT	Reverse: TAGTTGTCGAAGGGCCTCAC
Hbb-bs	Forward: TGCACCTGACTGATGCTGAG	Reverse: ACTTCATCGGCGTTCACCTT
Anxa1	Forward: GAGTCTCTCTTCAGTCCCCG	Reverse: GAAAACGGGCCTGCTTGAGG
Glrx5	Forward: GCTCTGTAAGCCCTGGAGTG	Reverse: CCACCTTGTCCTTCTTCACCA
Dpp4	Forward: AGAGAAGAGGGAGCAGGGAG	Reverse: AGTCTGGCAGTGAACAGCTC
Myo7a	Forward: GGCTCGGAGGAAGAAGGAAC	Reverse: TCCCCAGGAAGCCAAACATC
Prr13	Forward: GTGCGAACCCAGACTGAGAA	Reverse: GGAGGCCTTTAAGCATCCGT
Cyba	Forward: AGTGAGGACTTGCGAAGTGG	Reverse: TGTGTGAAACGTCCAGCAGT
Arhgap12	Forward: TGGCCGAGAGAAGTGGAAAG	Reverse: CAGGTCTGACTTGCCACCAG
Ywhah	Forward: ATGGGGGATCGAGAGCAG	Reverse: GGAGGCCATATCGTCGTAGC
Acta2	Forward: AAGAGGAAGACAGCACAGCC	Reverse: GGAGCATCATCACCAGCGAA
Heph	Forward: TTTGCCCTACCAGCTCAGTG	Reverse: TACACACTTCCTTTGCCCCG

### Immunocytochemistry

The cultured neurons were fixed with 4% paraformaldehyde for 10 min at room temperature. Then, 0.2% Triton X-100 was used to penetrate the membrane of the neurons, and the neurons were incubated with 10% goat serum (Solarbio, China) for 30 min. Next, neurons were incubated with primary antibodies overnight at 4°C [anti-β-III tubulin (1:400, Abcam Cat# ab78078) and anti-GFAP (1:400, Abcam Cat# ab7260)]. The next day, the neurons were incubated with the secondary antibody for 1 h at room temperature. Finally, cells were incubated with DAPI (Beyotime Biotechnology, China) for 10 min, and images were taken on a fluorescence microscope (Olympus, Japan).

### Western Blot

After the cells were washed with PBS to remove the influence of other protein substances in the medium, RIPA lysate (Solarbio, China) containing protease inhibitors was added to completely lyse the cells at 4°C for 30 min followed by centrifugation at 13,000 × *g* at 4°C for 10 min. The supernatant was collected, and the PierceTM BCA Protein Assay Kit (Thermo Scientific) was used to determine the protein concentration. Finally, the proteins were heated in a metal heater at 100°C for 10 min for denaturation. 25 micrograms of protein were separated by 12% SDS-PAGE and transferred to PVDF membranes. Membranes were blocked with 5% skim milk at room temperature for 1 h and then incubated with primary antibodies on a shaker at 4°C overnight using the following antibodies: Anti-β-Actin (1:10000; MBL International, Cat# JM-3598R-100, RRID:AB_2784536), Anti-Caspase-3 (1:1000; Cell Signaling Technology, Cat# 9662, RRID:AB_331439), Anti-Bcl-2 (1:1000; Cell Signaling Technology, Cat# 2870, RRID:AB_2290370), and Anti-Bax (1:1000; Cell Signaling Technology, Cat# 2772, RRID:AB_10695870). After washing in TBST solution contained 0.1% Tween, the immunoblot bands were visualized by using horseradish peroxidase-linked anti-rabbit IgG (1:3000; Cell Signaling Technology, Cat# 7074S, RRID:AB_2099233), and ImageJ software was used for grayscale value analysis.

### Statistical Analysis

Statistical analysis related to bioinformatics were performed using R software package (unless the method described otherwise) for statistical calculation. The experimental data was analyzed by unpaired *t*-test using GraphPad Prism 8 software, the data were expressed as mean ± standard deviation (SD) and *P* < 0.05 was considered statistically significant.

## Results

### mRNA m^5^C Profiling of Neurons and Verification of Methylation Positions

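According to the paper and the labels, primary cortical neurons were cultured from mice and either left untreated (control) or deprived of oxygen and glucose for 3 h and then reoxygenated for 24 h (OGD/R 3 h). RNA from 3 replicates of each group was depleted of rRNA and treated with bisulfite, which converts unmethylated cytosine to uracil and leaves m5C as cytosine. The labels give a further group with 3 replicates, deprived for 1.5 h and reoxygenated for 24 h, on which the paper does not report. The authors aligned the reads of each bisulfite library to mm10 with meRanGh and called sites with meRanCall, and the credible sites have a level of at least 0.1 and a coverage of at least 10. The deposited file of each library lists its sites with a score, which is 10 times the methylation call score of meRanCall, reduced to its whole part and capped at 1000. The score grows with the coverage and with the level of a site together, so neither can be read from it, and the read depth of the libraries is unknown. Control replicates 1, 2 and 3 held 6021, 6254 and 5907 sites, and OGD/R 3 h replicates 1, 2 and 3 held 7772, 7266 and 7376 sites. Each site was placed on the mm10 sequence, where all 25890 distinct sites of the 9 libraries fell on a cytosine of their strand, and was assigned to RefSeq protein-coding transcripts. The coverage of single sites was taken from Supplementary Table 3, of which the first 1998 of the paper's 4321 control sites and the first 1998 of its 5263 OGD/R sites were held. Over the 725 control sites and the 1050 OGD/R sites called in all 3 replicates, the coverage of replicates differed by less than the sampling noise, with a chi-square per degree of freedom of 0.326 to 0.386 in control and of 0.436 to 0.564 in OGD/R. Ratios stayed under 1 with 1 site per gene, at 0.384 to 0.417 and at 0.505 to 0.570. The 3 libraries of a group were therefore counted as 1 sample, the differences between groups have no replicate check, and no p-value is given. Values given as mean ± SD over 3 libraries describe the spread between sequencing libraries, and whether these come from separate cultures was not tested.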

Bisulfite sequencing of neuronal RNAs was performed to obtain an overview of the transcriptome-wide m^5^C profiles (Supplementary Table 1). In general, we discovered 4321 methylation sites in the control group and 5263 methylation sites in the OGD/R group, and most recognition sites were specific in the two groups, corresponding to 84.33% of the control group and 87.14% of the OGD/R group (Figure 1A and Supplementary Figure 1A). 

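A library held 3944 ± 180 mRNA sites in control and 4914 ± 308 in OGD/R 3 h (SD, 3 libraries), and every OGD/R 3 h library held more than every control library. The log2 ratio of these means was 0.32, and the largest change came from keeping sites with no other site within 10 nt in the same library, which gave 0.19. The union of the 3 libraries held 6825 mRNA sites in control and 8280 in OGD/R 3 h, of which 1397 were shared. Sites found in 1 group only made up 79.5% of the control union and 83.1% of the OGD/R 3 h union. Among sites called in all 3 replicates of a group, 1810 in control and 2563 in OGD/R 3 h, these shares were 86.2% and 90.2%. As a share of the union of the mRNA sites of both libraries, a pair of control libraries had 39.97% to 40.9% in common. A pair of OGD/R 3 h libraries had 42.8% to 45.4% of their union in common, and a control and an OGD/R 3 h library 6.84% to 7.31%.

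**Figure D1:**
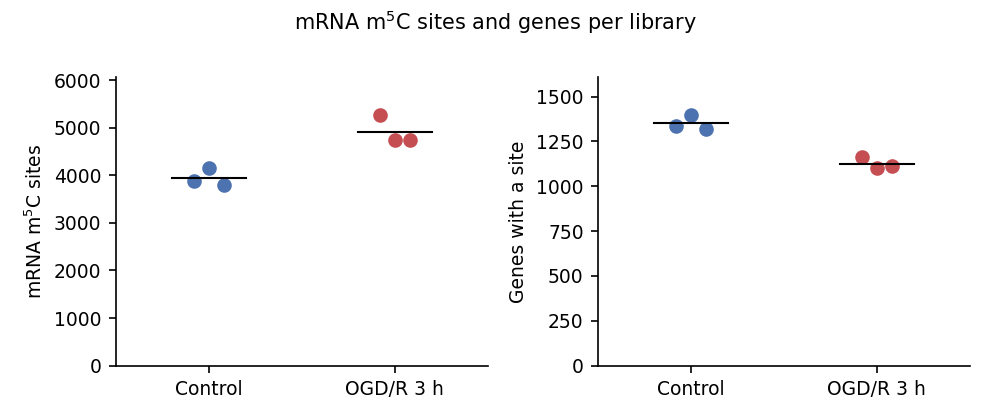
Number of mRNA m5C sites (left) and number of genes with a site (right) in each control and OGD/R 3 h library. Points are single libraries and lines are means of 3 libraries. The OGD/R 3 h libraries hold 4733 to 5269 sites and 1104 to 1162 genes, and the control libraries 3800 to 4146 sites and 1318 to 1398 genes.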

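Sites were assigned to 1351 ± 41.8 genes per control library and to 1126 ± 31.2 genes per OGD/R 3 h library (SD, 3 libraries), a log2 ratio of -0.26. No OGD/R 3 h library reached the number of genes of any control library. The ratio moved most with sites called in all 3 replicates of a group, which lay in 808 genes in control and in 755 genes in OGD/R 3 h and gave -0.10. Over the union of the libraries, 1804 genes carried a site in control and 1447 in OGD/R 3 h, and 993 genes carried one in both. These genes were 8.59% and 6.89% of the 21013 annotated protein-coding genes. A share of expressed genes was not analysed here, since expression was held only for the genes of Supplementary Table 5.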

Mapping of methylation sites to the mouse mm10 genome showed that the m^5^C sites were identified in neurons located in 1477 (control) and 1241 (OGD/R) annotated genes (Figure 1A), and the methylated genes accounted for 10.18% (control) and 8.36% (OGD/R) of genes with expression identified in neurons, respectively, (Figure 1B). 

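Genes with a single site made up 41.6 ± 0.299% of the genes with a site in control libraries and 34.5 ± 1.89% in OGD/R 3 h libraries (SD, 3 libraries). The ranges of the libraries were 41.3% to 41.8% and 32.3% to 35.7%, so the difference of -7.17 percentage points was larger than the spread between libraries. It moved most with sites called in all 3 replicates of a group, to -13.47 points.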

Interestingly, we found that 48.6% of total methylated mRNAs had one m^5^C site in the control group, whereas this proportion was reduced to 38.3% in the OGD/R group (*p* = 7.36e-05). In addition, mRNAs with more than eight m^5^C sites accounted for 3.4% (control) and 9.3% (OGD/R) of total mRNAs, respectively, (*p* = 3.36e-05). 

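In control libraries 5.25 ± 0.226% of the genes with a site carried more than 8 sites, against 11.6 ± 0.445% in OGD/R 3 h libraries (SD, 3 libraries). The difference of 6.37 percentage points was smallest, at 2.57 points, when sites with another site within 10 nt in the same library were left out.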

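Genes with a site carried 2.92 ± 0.0425 sites on average in control libraries and 4.36 ± 0.152 in OGD/R 3 h libraries (SD, 3 libraries). The genes with most sites in the union of control libraries were Ncor1 on chromosome 11 with 60 sites, Actb on chromosome 5 with 55 and Myh9 on chromosome 15 with 40. In OGD/R 3 h, Actb carried 107 sites, Fcgbp on chromosome 7 carried 99 and Itm2b on chromosome 14 carried 88. Fcgbp had 19 sites and Itm2b 29 sites in control, while Ncor1 had 70 and Myh9 59 in OGD/R 3 h. Actb has processed pseudogenes in the genome, and its sites could not be separated from reads of such copies. Sites with no other site within 10 nt made up 53.3 ± 0.381% of the mRNA sites of a control library and 49.0 ± 0.673% of those of an OGD/R 3 h library.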

Compared with that in the control group, the number of m^5^C sites per mRNA in the OGD/R group increased significantly (Figure 1C). The graphics of the methylation sites on the chromosomes were visualized using the R software package according to the reported data and code, indicating that the distribution of m^5^C sites on each chromosome was different between the two groups, especially on chromosomes one, five, seven and nineteen (Figures 1D,E). Moreover, few m^5^C sites were located on sex chromosome X, and no m^5^C sites were noted on chromosome Y in both groups, which seems to be related to the incidence of tissue specificity (Figures 1D,E).

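The density of mRNA sites was counted per megabase of each mm10 chromosome in every library. On chromosome 7 it was 1.72 ± 0.0119 sites per megabase in control and 2.85 ± 0.269 in OGD/R 3 h (SD, 3 libraries). It was 1.12 ± 0.113 and 1.49 ± 0.133 on chromosome 1, 1.73 ± 0.125 and 2.34 ± 0.201 on chromosome 5, and 2.34 ± 0.0523 and 2.78 ± 0.139 on chromosome 19. All OGD/R 3 h libraries lay above all control libraries on 15 of the 22 chromosomes counted, chromosomes 1, 5, 7 and 19 among them, and below them on 0. Chance gives such a separation in either direction on 10% of chromosomes for 3 independent libraries against 3, but the libraries of a group count as 1 sample here, so the number is no test of a difference between the conditions. As a share of each library's mRNA sites, the OGD/R 3 h libraries lay above the control libraries on only 4 chromosomes (5, 7, X and M) and below them on 6 (2, 6, 10, 12, 16 and 18). Chromosome 7 held 6.35 ± 0.243% of the sites of a control library and 8.43 ± 0.628% of those of an OGD/R 3 h library.

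**Figure D2:**
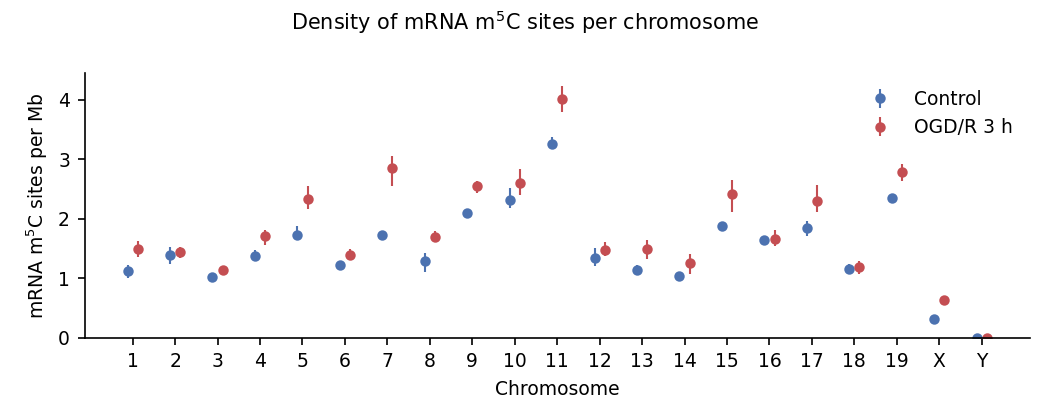
Density of mRNA m5C sites on each nuclear chromosome in control and OGD/R 3 h. Points are means of 3 libraries and bars run from the lowest to the highest library. On chromosome 7 the bars run from 1.71 to 1.73 in control and from 2.54 to 3.05 in OGD/R 3 h.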

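Chromosome X carried 0.324 ± 0.0236 mRNA sites per megabase in control and 0.637 ± 0.0117 in OGD/R 3 h (SD, 3 libraries), the lowest density of the chromosomes with a site. Its share of the sites of a library was 1.41 ± 0.133% in control and 2.22 ± 0.102% in OGD/R 3 h. No mRNA site on chromosome Y was listed in any of the 9 libraries, and since the files list only sites that pass the limits on level and coverage, this gives no upper limit. From the few sites on chromosome X and the lack of sites on chromosome Y, the paper proposes a relation to tissue specificity.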

**FIGURE 1:**
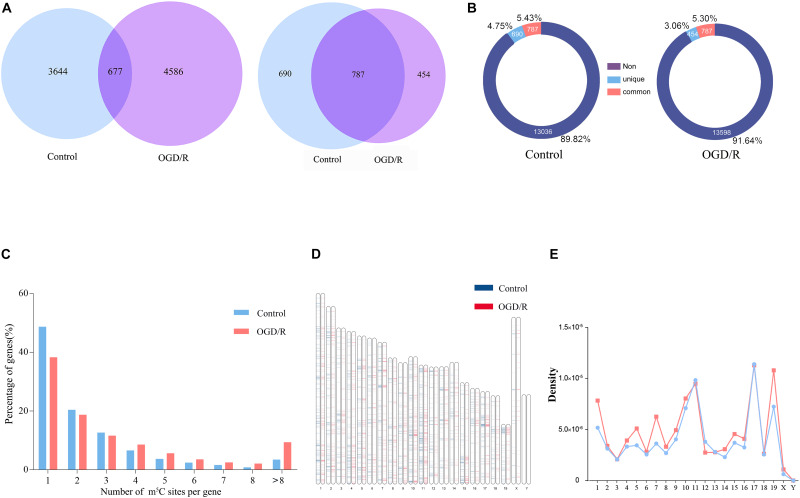
Overview of the mRNA m^5^C profiles in the control group and OGD/R group and verification of methylation targeting. **(A)** The overlap of the mRNA m^5^C sites (left) and genes methylated with the m^5^C site (right) between the control group and the OGD/R group. **(B)** Analysis of the proportion of m^5^C-modified genes. Non, genes with no methylation site; unique, the methylation sites only exist in the genes of OGD/R group or the control group; common, the methylation sites exist in the genes of both groups **(C)** Bar chart presenting the numbers of mRNA m^5^C sites per gene. **(D)** Visualization of the m^5^C sites at the chromosome level in the control group and OGD/R group. **(E)** Line graph presenting the density of m^5^C sites in each chromosome.

To verify the accuracy of the RNA-BS-seq results, we selected 10 candidate transcripts divided into hypermethylated group and hypomethylated group according to the sequencing data (Supplementary Figure 2), and the m^5^C methylated state was confirmed by methylated RNA immunoprecipitation (MeRIP; Figure 2A). Among the 10 candidate transcripts analyzed, 5 transcripts were hypermethylated (Anxal, Hbbs-bs, Prr15, Cyba, and Arbgap12), and 5 transcripts were hypomethylated after OGD/R (Myo7a, Dpp4, Ywhah, Acta2, and Heph). 

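The number of sites in each candidate transcript was counted over the union of the 3 libraries of a group, since the files give no level. Hbb-bs carried 25 sites in OGD/R 3 h and 0 in control, Anxa1 6 and 0, Prr13 11 and 4, Cyba 11 and 2, and Arhgap12 4 and 2. Ywhah carried 8 sites in control and 1 in OGD/R 3 h, Dpp4 4 and 0, Myo7a 2 and 0, and Acta2, a gene of the smooth muscle marker list, 4 and 3. Heph carried 1 site in each group, called in all 3 control libraries and in OGD/R 3 h replicate 3 alone. Among sites called in all 3 replicates of a group, Arhgap12 had 0 in control and 2 in OGD/R 3 h, and Acta2 had 3 and 2. Hbb-bs, a gene of the erythroid marker list, has a similar paralog, Hbb-bt, which carried 6 sites in OGD/R 3 h and 0 in control, and the reads of the copies could not be told apart here. The position on chromosome 15 at 102459230 in the 5′ untranslated region of Prr13 had scores of 2, 3 and 2 in control. In OGD/R 3 h its scores were 436, 1000 and 834, a mean log2 change of 7.76 after 1 was added to each score. The score of 1000 is the cap, so the size of this change is not exact.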

The MeRIP verification results are completely consistent with the sequencing results; thus, we are confident that our data represent a reliable image of m^5^C modification of neuronal transcripts (Figure 2B).

**FIGURE 2:**
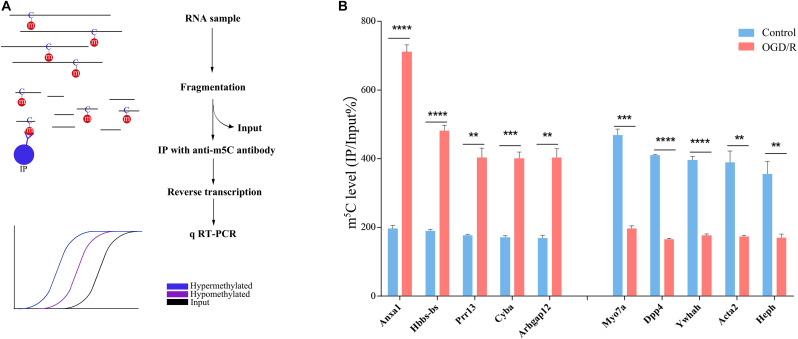
verification of m^5^C methylation positions. **(A)** Illustration of the MeRIP approach. RNA was extracted from neurons, chemically lysed and then divided into the IP group and input group. The IP group was incubated with anti-5-methylcytosine antibody. Finally, the expression level of candidate transcripts was analyzed by qRT-PCR. The blue line represents the hypermethylated transcripts, the purple line represents the hypomethylated transcripts, and the black line indicates the enrichment of the input group. **(B)** m^5^C level changes in 5 candidate hypermethylated transcripts and 5 candidate hypomethylated transcripts in the control and OGD/R groups (fold change > 2, *p* < 0.01). **p < 0.01; ***p < 0.001; ****p < 0.0001.

### Common and Distinct Distribution Features of mRNA m^5^C Sites Identified in Neurons Before and After OGD/R Treatment

To further understand the distribution of m^5^C methylation on mRNA, we separately analyzed the distribution of m^5^C sites in the control group and OGD/R group. The positions of m^5^C were divided into five different regions according to their locations in transcripts. 

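Each site was placed in 1 region of its RefSeq transcript, with the start and stop codon regions taken as the 100 nt on either side of the codon. Per 1000 cytosines of the transcripts with a site in the group, 1822 in control and 1468 in OGD/R 3 h, the union of control libraries held 16.2 sites in the start codon region, 6.44 in the 5′ untranslated region, 4.06 in the CDS, 4.00 in the stop codon region and 0.839 in the 3′ untranslated region. The union of OGD/R 3 h libraries held 23.4, 8.79, 6.69, 7.18 and 1.60 sites per 1000 cytosines in the same regions. By number of sites the CDS came first, with 3786 of 6825 control sites and 4570 of 8280 OGD/R 3 h sites, followed by the start codon region with 1639 and 1954.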

The descending order of the degree of m^5^C modification was start codon, coding sequence (CDS), 5′-untranslated region, stop codon and 3′untranslated region (Figure 3A). It’s worth noting that the distribution patterns of m^5^C sites in the control and OGD/R groups were similar. In addition, further analyses indicated that the m^5^C sites were mainly enriched in regions immediately downstream of translation initiation sites in both groups (Figure 3B). Similarly, a sequence frequency logo showed that m^5^C methylation was embedded in CG-rich environments regardless of whether it had undergone OGD/R treatment (Figure 3C). Moreover, the methylation sites are distributed in three types of special sequence contexts (CG, CHG and CHH, where H = A, C, or U). 

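Of the mRNA sites of a library, 50.6 ± 2.51% lay in the CDS in control and 46.7 ± 2.79% in OGD/R 3 h (SD, 3 libraries). The start codon region held 27.9 ± 1.92% and 30.9 ± 2.30%. With 100 nt around the codon, the libraries of the groups overlapped in both shares, at 48.8% to 53.5% against 43.6% to 49.0% for the CDS and at 25.9% to 29.7% against 28.9% to 33.4% for the start codon region. The 5′ untranslated region held 9.90 ± 0.743% and 8.70 ± 0.659%, and the 3′ untranslated region 6.85 ± 0.156% and 7.80 ± 0.151%. The stop codon region held 4.76 ± 0.264% and 5.85 ± 0.182%, and in these last 2 regions every OGD/R 3 h library lay above every control library. Without OGD/R 3 h replicate 3, the difference in the share of the start codon region was 1.79 percentage points in place of 3.04. With a score of at least 10 it moved most, to 4.50 points. The difference in the share of the CDS moved most without OGD/R 3 h replicate 3, from -3.88 to -2.31 points. With 50 nt around the codon in place of 100 nt, the groups did not overlap in either share, at 57.5% to 61.6% against 51.4% to 55.6% for the CDS and at 14.7% to 16.7% against 17.7% to 20.6% for the start codon region, and the 5′ untranslated region held 15.2% in both groups.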

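Around the start codon, sites were counted in windows of 100 nt and divided by the number of cytosines in each window over the transcripts with a site in the group, 1822 in control and 1468 in OGD/R 3 h. Densities of the groups therefore have different denominators, and from -100 to -1 nt the unions held 741 and 1003 sites over 51981 and 42629 cytosines. In the union of control libraries the density was 14.3 sites per 1000 cytosines from -100 to -1 nt and 18.3 from 0 to 99 nt, and it fell to 11.0 from 100 to 199 nt and to 5.11 from 200 to 299 nt. In OGD/R 3 h these windows held 23.5, 23.3, 16.0 and 8.86 sites per 1000 cytosines. The window from 0 to 99 nt was the highest in each control library, and the window from -100 to -1 nt was the highest in each OGD/R 3 h library.

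**Figure D3:**
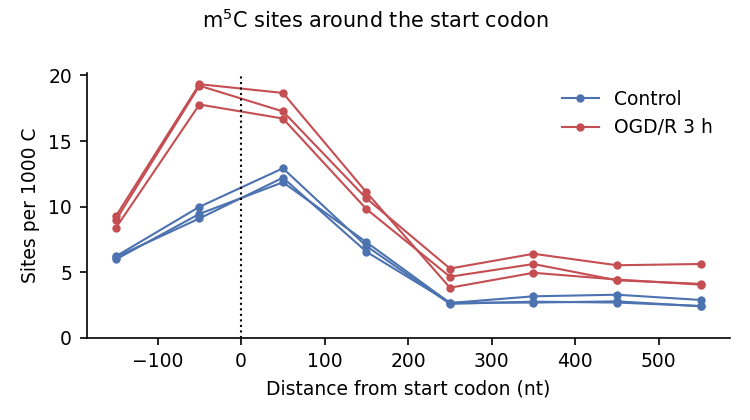
Density of m5C sites in windows of 100 nt around the start codon, in sites per 1000 cytosines, with 1 line per library. In the window from -100 to -1 nt, control libraries lie between 9.10 and 9.98 and OGD/R 3 h libraries between 17.8 and 19.3, over the cytosines of a different set of transcripts in each group.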

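The bases within 10 nt on either side of the mRNA sites were read from the mm10 sequence. Guanine and cytosine made up 58.3% of them in the control union and 58.9% in the OGD/R 3 h union, against 51.1% and 51.5% around all cytosines of the same transcripts. The excess lay in guanine, at 38.4% in control and 33.6% in OGD/R 3 h against 24.9% and 25.0% around all cytosines. Cytosine was below its background in both groups, at 19.96% against 26.3% in control and at 25.3% against 26.5% in OGD/R 3 h. The library means of the share of guanine and cytosine were 59.5% in control, with a range of 58.9% to 59.8%, and 60.3% in OGD/R 3 h, with a range of 59.8% to 61.0%.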

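The context of each mRNA site was read from mm10 on the strand of the site. In control libraries 27.4 ± 0.518% of the sites lay in CG, 39.3 ± 0.227% in CHG and 33.3 ± 0.503% in CHH (SD, 3 libraries). In OGD/R 3 h libraries these shares were 21.0 ± 0.737%, 37.2 ± 0.552% and 41.8 ± 1.12%. The groups of libraries did not overlap in any of the 3 contexts. Relative to all cytosines of the same transcripts, CG was 2.40 times as frequent among the sites of the control union and 1.77 times as frequent among those of the OGD/R 3 h union, and CHH was 0.542 and 0.682 times as frequent. The difference of 8.52 percentage points in CHH moved most, to 11.00 points, with sites of a score of at least 10.

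**Figure D4:**
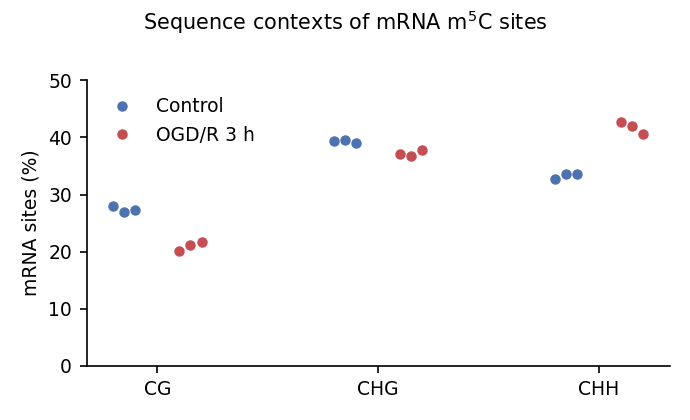
Share of the mRNA m5C sites of each library in the contexts CG, CHG and CHH, in percent, with 1 point per library. Control libraries lie between 26.9% and 27.9% in CG and between 32.7% and 33.6% in CHH, and OGD/R 3 h libraries between 20.2% and 21.6% and between 40.6% and 42.8%.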

After OGD/R treatment, the number of CG regions significantly decreased from 31 to 21%, while the number of CHH regions markedly increased from 34 to 43% (Figure 3D).

**FIGURE 3:**
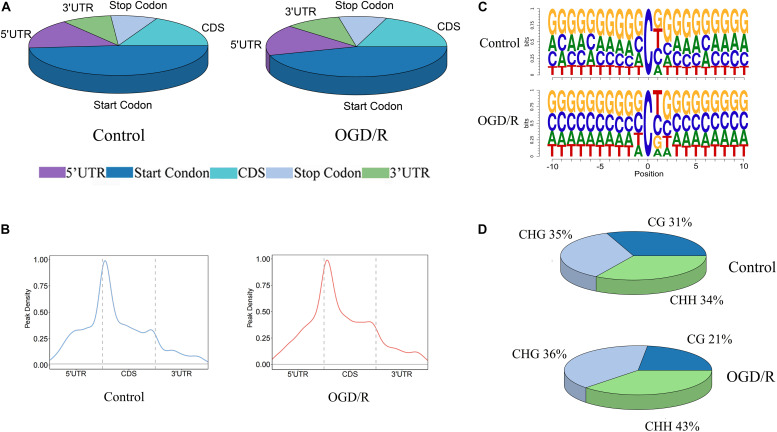
The distribution patterns of m^5^C sites of mRNA. **(A)** Pie chart of the distribution of m^5^C sites in the indicated regions **(B)** The peak density of mRNA m^5^C sites distributed along mRNA transcripts. The dashed lines represent the translational start and stop codons. **(C)** Sequence frequency logo of the sequences close to the mRNA m^5^C sites of the two groups. **(D)** Proportions of mRNA m^5^C sites in each sequence context: CG, CHG and CHH, where H = A, C, or U.

We next jointly analyzed the mRNA m^5^C site profile and the binding sites of RBPs in the POSTAR database to determine the relationship between the methylation sites and protein-binding sites (Supplementary Table 2). According to the transcriptome sequencing data, 24 RBPs with higher gene expression level were selected, and approximately 18.21% of m^5^C sites in the control group and 22.11% of OGD/R group m^5^C sites overlapped with the mapped RBP binding sites. In particular, RBFOX1, RBFOX2, RBFOX3, APC, CELF4, TARDBP, U2AF2, FUS, and FMR1 correlated with brain tissue (Figures 4A,B). After OGD/R treatment, the overlap probability of m^5^C sites with the binding sites of most RBPs increased, except for the RBM3 binding protein (Figures 4C,D). The analysis showed that OGD/R treatment obviously changed the overlapping probability of RBP-binding sites with m^5^C sites, indicating that m^5^C methylation may indirectly regulate gene function by interacting with RBPs.

**FIGURE 4:**
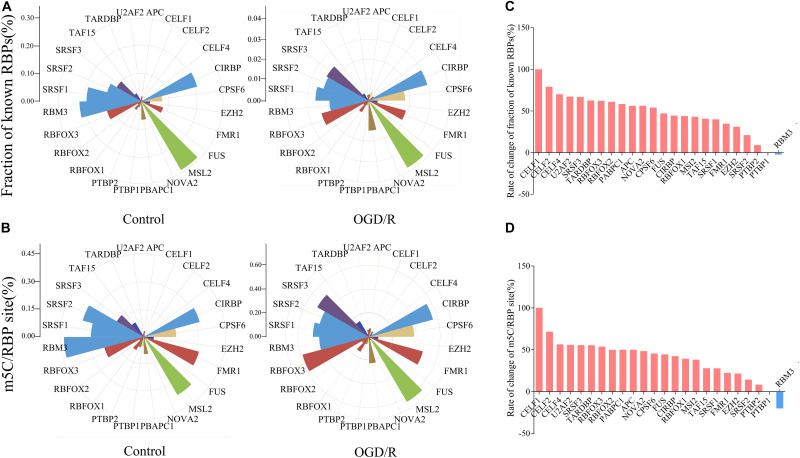
Rose diagrams depict an overlap of mRNA m^5^C sites with RBP-binding sites available in POSTAR. **(A)** Fraction of binding sites overlapping with a m^5^C site for each particular RBP. Fraction of known RBPs = RBP binding sites overlapping with a m^5^C site/RBP binding sites. **(B)** The number of m^5^C sites overlapping with a binding site of a particular protein was normalized against the total number of m^5^C sites. m5C/RBP site = m^5^C sites overlapping with a RBP binding site/RBP binding sites. **(C,D)** Histograms present the difference between two groups. The result is the difference between the number of binding sites in the OGD/R group and the control group divided by the number of sites in the OGD/R group. (**C**, Fraction of known RBPs; **D**, m^5^C/RBP).

### Functional Analysis of Differentially Methylated m^5^C-Modified Genes Between the Control and OGD/R Groups

Previous studies have noted that after cerebral IRI, the m^6^A RNA demethylase Alkbh5 can selectively prevent the degradation of the Bcl-2 protein, which may play an important role in reducing nerve apoptosis and protecting nerve function (Xu K et al., 2020). The m^5^C site has been confirmed to be abundant in brain tissue (Amort et al., 2017), whereas the role of the m^5^C RNA modification in cerebral IRI remains unclear. By analyzing the methylation level of methylated transcripts, we strictly filtered the methylation site information (Supplementary Table 3) and identified 480 hypermethylated transcripts and 382 hypomethylated transcripts in neurons after OGD/R (Figure 5A and Supplementary Table 4). 

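With no level in the files, genes were compared by the number of their sites called in all 3 replicates of a group. Of the 1153 genes with such a site, 550 had more sites in OGD/R 3 h than in control, 507 had fewer and 96 had as many. Only in OGD/R 3 h had 345 of these genes such a site, and only in control 398. The balance depended on the setting. With sites called in at least 2 replicates, 641 genes had more and 757 had fewer. Without control replicate 1, 2 or 3, the numbers were 506 and 666, 507 and 630, and 505 and 657, and without OGD/R 3 h replicate 1, 2 or 3 they were 616 and 472, 634 and 475, and 659 and 465. A group with a library left out needs calls in fewer libraries, which raises its number of sites. Of the 480 genes that Supplementary Table 4 of the paper calls hypermethylated, 430 had a site called in all 3 replicates of a group, and 413 of these had more sites in OGD/R 3 h and 5 had fewer. Of the 382 genes it calls hypomethylated, 346 had such a site, and 328 had fewer sites in OGD/R 3 h and 5 had more. The paper's calls come from these same libraries and from sites that passed in all 3 replicates, so this overlap is no independent check of them. Supplementary Table 4 gives a level of 0 in control to 369 of its hypermethylated genes, and 180 of these had no site in any control library. It gives a level of 0 in OGD/R to 319 of its hypomethylated genes, and 215 of these had no site in any OGD/R 3 h library. At the 250 mRNA sites called in all 6 libraries, scores of the groups did not overlap at 26.4%, with 27 sites higher and 39 lower in OGD/R 3 h. Chance gives 10% for 3 independent libraries against 3, but the libraries of a group count as 1 sample here, so the share is no test of a difference between the conditions. The largest falls among these sites were in Pafah1b1 on chromosome 11 at 74724288, with a mean log2 change of -5.84, in Myo18a on chromosome 11 at 77777358, with -4.39, and in Ap3d1 on chromosome 10 at 80712798, with -4.09. For these changes 1 was added to each score. The scores in OGD/R 3 h were low, at 2, 3 and 10 in Pafah1b1, 12, 14 and 3 in Myo18a and 3, 2 and 2 in Ap3d1. After Prr13, the largest rises were in Epcam, a gene of the intestinal marker list, on chromosome 17 at 87636808, with 3.76, and in Cyba on chromosome 8 at 122432888, with 3.58.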

To understand the function of differentially methylated genes, we conducted Metascape analyses and found that the hypermethylated genes were mainly enriched in pathological processes, such as Huntington’s disease and intrinsic apoptotic signaling pathways, whereas hypomethylated genes were mainly enriched in physiological processes (Figures 5B,C). To further confirm the biological function of neurons between the control and OGD/R groups, we performed GSEA and focused on important biological functions, including response to endoplasmic reticulum stress, apoptotic process, negative regulation of cell proliferation, and cell migration (Figure 5D). The results indicated that m^5^C modification was more abundant in cellular stress and cell death-related gene sets after OGD/R treatment, which seemed to be closely related to cerebral injury.

**FIGURE 5:**
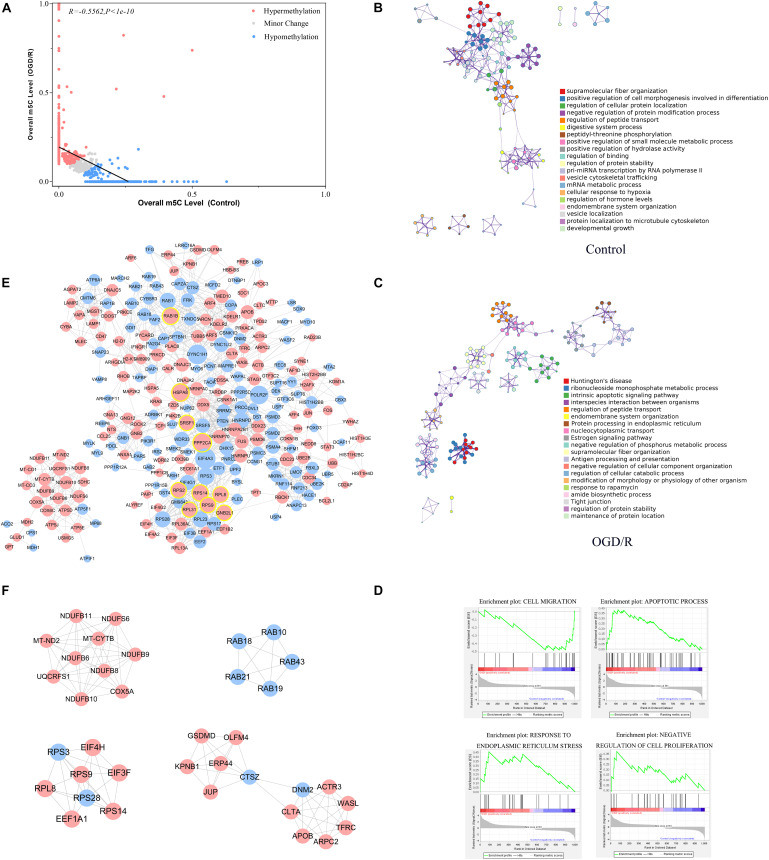
Functional analysis of differentially methylated m^5^C-modified genes between the control and OGD/R groups. **(A)** Relationship of the methylation level of m^5^C transcripts between the control and OGD/R groups. Red dots represent transcripts with increased levels of m^5^C modifications after OGD/R, whereas blue dots represent opposite attributes. Regression lines are shown, and the Pearson correlation coefficient (R) was calculated by GraphPad Prism. **(B,C)** Network of enriched terms colored by cluster ID for differentially methylated genes (**B**, control group; **C**, OGD/R group). Each term is represented by a circular node, where its size is proportional to the number of input genes that are related to that term and its color represents its cluster identity. Terms with a similarity score > 0.3 are linked by a line (thickness of the line represents the similarity score). **(D)** GSEA of differentially m^5^C-modified genes with GO gene sets. **(E)** PPI network analysis of differentially expressed m^5^C-modified genes. Red nodes represent hypermethylated genes, and blue nodes represent hypomethylated genes. The top 10 nodes of hypermethylated genes are marked with yellow circle. **(F)** The 5 most meaningful modules selected from the PPI network using MCODE plug-in.

In addition, the PPI network showed that HSPA8, PPP2CA, RPS9, RPL8, RPS14, RAB1B, RPS2, SRSF1, GNB2L1, and RPL31 were the top 10 high−degree nodes of hypermethylated genes, which may play important roles in the pathological processes of the brain (Figure 5E). 

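Of these transcripts, Rpl8 carried 2 sites called in all 3 replicates in control and 15 in OGD/R 3 h, and Rab1b 0 and 6. Rps14 and Rpl31 each carried 0 such sites in control and 2 in OGD/R 3 h, Rps9, Ppp2ca and Srsf1 each 0 and 1, and Rps2 1 and 2. Hspa8 carried 3 such sites in control and 1 in OGD/R 3 h. Gnb2l1, which the annotation lists as Rack1, carried 3 in each group. Over the union of the 3 libraries of a group, the numbers in control and OGD/R 3 h were 7 and 23 in Rpl8, 2 and 6 in Rab1b, 0 and 4 in Rps9, 0 and 2 in Rpl31 and 1 and 2 in Rps2. They were 3 and 3 in Rps14, 2 and 1 in Ppp2ca, 4 and 3 in Srsf1, 3 and 2 in Hspa8 and 11 and 9 in Gnb2l1. The number of sites is not a level, and levels in these transcripts were not derived here. Supplementary Table 4 of the paper gives each of these transcripts a higher level in OGD/R than in control. Its levels in control and OGD/R are 0.030 and 0.141 in Hspa8 and 0 and 0.270 in Gnb2l1.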

Heat shock protein family A (Hsp70) member 8 (HSPA8) played an important role in the occurrence and development of neurological diseases, such as Alzheimer’s disease and Parkinson’s disease (Lauterbach, 2013; Silva et al., 2014). Ribosomal protein L8 (RPL8) expression levels were significantly increased in the brain tissue after cerebral hemorrhage, and Ribosomal protein S9 (RPS9)expression was increased significantly in the neurons of the dentate gyrus after acute cerebral ischemia (Kim et al., 2003; Chen et al., 2019a). By analyzing the functions of the main gene modules through MCODE, we found that the main methylation gene modules were significantly related to basic life activities of cells, including gene expression, biosynthetic processes, energy metabolism and transport (Figure 5F), and these results were similar to previous studies (Yang et al., 2019).

### Integration Analyses of m^5^C-Containing mRNA Methylation and mRNA Transcript Expression

The principal component analysis (PCA) results of transcripts indicated significant differences between the gene expression patterns of the two groups, whereas the expression patterns were similar within the same group (Supplementary Figure 3A). GO analysis showed that up-regulated DEGs after OGD/R were enriched in specific biological processes (e.g., sensory perception of chemical stimulus, cellular response to stress, and regulation of cell death), molecular functions (e.g., transmembrane signaling receptor activity), and cellular components (e.g., nucleus, non-membrane-bounded organelle, and organelle lumen). However, down-regulated DEGs were enriched in the items closely related to essential neuronal processes and components, including neurogenesis, neuron projection development, generation of neurons, neuron differentiations, axon, and dendritic tree (Supplementary Figure 3B). In addition, KEGG pathway analysis indicated that down-regulated DEGs were generally linked to basic neuronal development pathways, whereas up-regulated DEGs were interestingly enriched in some cancer-related pathways (Supplementary Figure 3C).

Next, we integrated RNA-Seq data and RNA-BS-seq data to co-analyze the m^5^C-methylated DEGs for the further exploration of the function of m^5^C modification (Supplementary Table 5). GO terms of the control group were mainly enriched in physiological processes, such as substance transport, cell location and adhesion signaling, whereas GO terms in the OGD/R group were mainly enriched in the cell stress response and cell death processes (Figure 6A). KEGG analysis also showed that genes upregulated after OGD/R were mainly enriched in neurological disease pathways, such as Huntington’s disease, Parkinson’s disease and Alzheimer’s disease, whereas downregulated DEGs were mainly enriched in normal physiological pathways (Figure 6B). Finally, the GSEA results indicated that gene sets of apoptotic processes and response to stress were significantly up-regulated (Figure 6C). Moreover, our analysis revealed that the level of methylation increased significantly after OGD/R (Figure 6D), while the four-quadrant diagram indicated that a strong correlation did not exist between the mRNA m^5^C modification level and the expression level (Figure 6E), and similar results were previously reported in systemic lupus erythematosus (SLE; Guo et al., 2020). 

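The score was used in place of the level, which the files do not give. The median score of the mRNA sites of a library was 9.67 ± 0.577 in control and 12.00 ± 1.00 in OGD/R 3 h (SD, 3 libraries), a log2 ratio of the means of 0.31. At the 250 mRNA sites called in all 6 libraries the log2 ratio was -0.32. The library medians overlapped, at 74.5, 85 and 52 in control and at 56, 65 and 48.5 in OGD/R 3 h. The median log2 change per site was 0. The score was higher in OGD/R 3 h at 33.2% of these sites, and lower or equal at the others. Across 368 genes of Supplementary Table 5, the change in the number of sites called in all 3 replicates had a Pearson correlation of 0.0255 and a Spearman correlation of 0.0345 with the log2 expression change given there by the paper. This correlation is across genes, which are not independent replicates. Without OGD/R 3 h replicate 1 the Pearson correlation was 0.00348, and without control replicate 2 it was 0.0479. Of these genes, 134 had more sites and higher expression in OGD/R, 60 more sites and lower expression, 102 fewer sites and higher expression, and 45 fewer sites and lower expression.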

We further investigated the biological process enrichment of mRNAs that were both upregulated and hypermethylated using GO functional analysis. Particularly, these transcripts were enriched in the following categories: response to chemicals, cellular response to chemical stimuli, regulation of cell death and regulation of apoptotic processes (Figure 6F), which indicates that both hypermethylated and upregulated transcripts play an important role in neuronal damage caused by ischemia and hypoxia.

**FIGURE 6:**
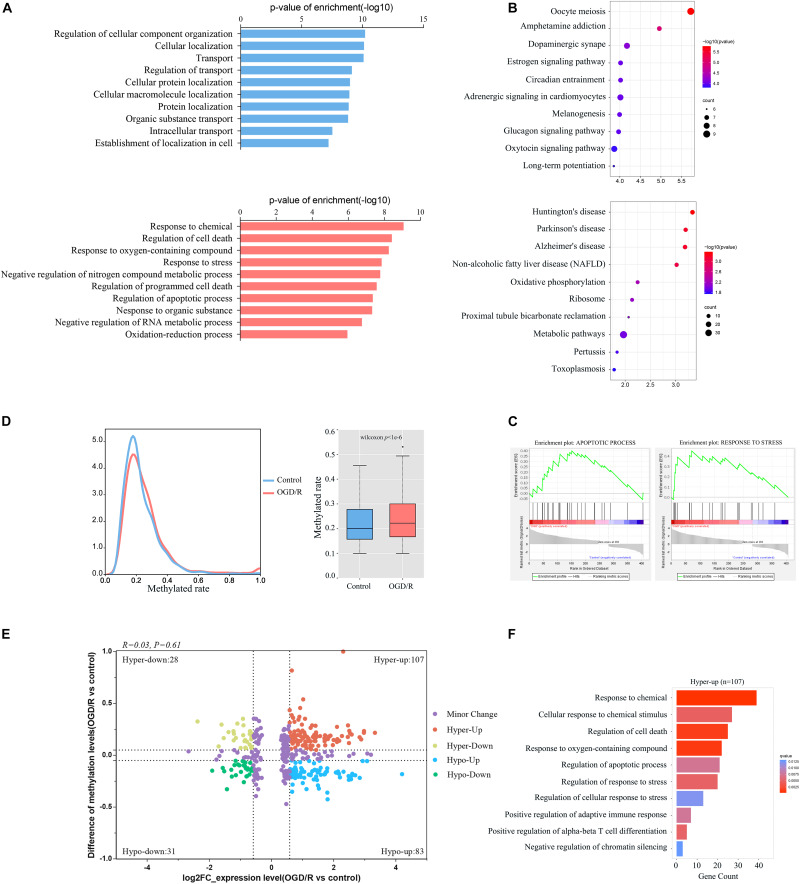
Integration analyses of m^5^C-containing mRNA methylation and mRNA transcript expression. **(A)** GO biological process analyses of DEGs modified by m^5^C in control and OGD/R neurons. **(B)** KEGG analysis of DEGs modified by m^5^C in the control group and OGD/R group. **(C)** GSEA of DEGs modified by m^5^C with Gene Ontology sets. **(D)** Comparison of m^5^C levels in mRNAs between the control group and OGD/R group, density distribution plot (left), and box plot (right). **(E)** mRNA distributions with significant changes in gene expression and m^5^C modification levels between the control group and OGD/R group. **(F)** GO biological process analysis of hypermethylated mRNAs with upregulated genes after OGD/R treatment.

### Neuronal Apoptosis Occurs After OGD/R Treatment *in vitro*

To clarify the apoptotic status of neuron after OGD/R treatment, we extracted primary neurons from mice and successfully constructed a neuronal OGD/R model (Supplementary Figure 4A). A TUNEL assay was performed to examine apoptosis and the associated protein expression levels between the control and OGD/R models. TUNEL-positive cells detected in the OGD/R group exhibited increased DNA fragmentation, indicating that the neurons exhibited obvious apoptosis *in vitro* after OGD/R (Supplementary Figures 4B,C). In addition, western blot assay revealed that the protein expression levels of Cleaved-Caspase3 and Bax significantly increased after the OGD/R treatment, while the level of Bcl-2 decreased. The experimental results further confirmed that the neuronal damage caused by OGD/R was closely related to neuronal apoptosis (Supplementary Figures 4D,E).

## Discussion

An increasing number of studies have demonstrated that mRNA methylation is involved in many neural functions and has an important impact on life activities. The absence of Methyltransferase-like 14 (METTL14) in the central nervous system (CNS) can prolong the cell cycle of cortical progenitor cells and reduce the differentiation of radial glial cells (Yoon et al., 2017). YTH domain family 2 (YTHDF2) can regulate neurodevelopment by degrading m^6^A methylation levels of neuronal mRNA (Li et al., 2018). In addition, mRNA methylation also plays an important role in the maturation of oligodendrocytes and the myelination of the CNS (Xu H et al., 2020). To date, most research on mRNA methylation in the nervous system has focused on m^6^A modification. As a new type of RNA methylation, m^5^C has been proven to play important roles in promoting RNA export out of the nucleus, regulating protein translation, and neural stem cell differentiation (Schaefer et al., 2009; Li et al., 2017). Studies have shown that m^5^C methylation is enriched in mouse brain tissues (Amort et al., 2017), whereas the specific distribution and function of mRNA m^5^C in neurons and its role in the important pathological processes of IRI remain unclear.

In this study, we conducted a comparative analysis of cytosine methylation in neuronal mRNA before and after OGD/R treatment, revealing the m^5^C modification of mRNA in neurons for the first time. We also clarified the main differences in neuronal m^5^C modification after OGD/R, including the methylation sequence preference, proportion of neuronal methylated mRNA, mRNA methylation modification level, distribution characteristics of methylated sites in mRNA and the distribution of methylated transcripts in chromosomes. Notably, the total methylation level in a sample depends on the modification level of each transcript and the number of methylated transcripts. In our results, we observed that after OGD/R treatment, the number of methylated sites increased significantly, but the number of methylated transcripts decreased. Compared with that of the control group, the transcript modification level of the OGD/R treatment group was increased, and there were more mRNAs with abundant methylation sites. Motif analysis shows that C sites were enriched in GC-rich regions, which is consistent with the results of previous studies (Yang et al., 2017).

Cytosine methylation accumulates near the translation initiation codon, which is similar to the previously reported distribution pattern of m^5^C in mouse brain tissues. In contrast, neuronal mRNA m^5^C sites are not significantly enriched in the 3′UTR region and are relatively more concentrated near the start codon and adjacent 5′UTR and CDS regions. Studies have demonstrated that the distribution patterns of m^5^C in mice and humans are highly conserved, and these sites are concentrated near the start codon, which is similar to the results noted for m^6^A modifications (Dominissini et al., 2012). Moreover, our results show that the distribution patterns of m^5^C in neuronal mRNA before and after OGD/R treatment are very close, proving that the distribution of m^5^C on mRNA remains stable under different conditions. However, m^5^C in *Arabidopsis* is mainly concentrated in the CDS area (Cui et al., 2017), exhibiting a different distribution pattern and indicating that the m^5^C modification of mRNA differs between animals and plants. This may be related to regulatory effects of m^5^C methyltransferases and bind proteins. At present, NSUN2 has been found to be the methyltransferases involved in the m^5^C modification of mammalian mRNA, which plays an important role in transcript translation (Tang et al., 2015). In addition, m^5^C methylation-binding nucleoprotein ALYREF can promote mammalian mRNA export and YBX1 promotes mammalian mRNA stability (Yang et al., 2017; Chen et al., 2019b). The main methylase found in plants is TRM4B, which plays an important role in the stability of tRNA and has a negative regulatory effect on mRNA expression (David et al., 2017). Moreover, previous studies discovered that cytosine methylation of mRNA in eukaryotes can effectively promote mRNA translation (Delatte et al., 2016), which may also be related to the distribution of m^5^C enriched around the start codon. RBPs play an important role in the regulation of mRNA expression. Furthermore, studies have shown that suppression of RBP SRSF1 prevents neurodegeneration and motor dysfunction in C9ORF72-related diseases (Hautbergue et al., 2017). After hypoxic-ischemic brain injury, RBM3 promotes neurogenesis in a niche-dependent manner through the IMP2-IGF2 signaling pathway (Zhu et al., 2019). Our study indicated that the overlap sites of SRSF1 and RBM3 with m^5^C are significantly altered before and after OGD/R, which may be related to the pathological processes of hypoxia-reperfusion.

Previous studies have shown that m^5^C-modified mRNA is involved in various biological processes (Flores et al., 2017; Yang et al., 2019; Chen et al., 2019b). In this study, we compared neuronal m^5^C methylation information before and after OGD/R. The results showed that compared with the control group, the OGD/R group had 862 transcripts with different levels of m^5^C methylation, including 480 hypermethylated and 382 hypomethylated transcripts (*p* < 0.01). These transcripts may be related to the pathogenesis of IRI. Previous studies have found that Tet methylcytosine dioxygenase 3 (TET3) has ischemic neuroprotection function by promoting the formation of DNA hydroxymethylation in the brain after IRI, which mainly occurs through biological pathways involved in oxidative stress and DNA repair (Morris-Blanco et al., 2020). Our research found that after OGD/R, the hypermethylated transcript functions were mainly enriched in pathological processes, including Huntington’s disease and intrinsic apoptotic signaling pathways, whereas the hypomethylated transcript functions were mainly enriched in physiological processes. Moreover, the hub genes RPS9 and RPL8 of PPI network analysis were significantly increased in the brain tissue after cerebral ischemia and hemorrhage (Kim et al., 2003; Chen et al., 2019a). These findings indicate that m^5^C modification may also be involved in the pathological processes of cerebral injury.

To further explore the role of mRNA m^5^C modification in neurons, we performed bioinformatics analysis of 406 differentially expressed m^5^C-methylated transcripts, including 282 hypermethylated and 124 hypomethylated transcripts (*p* < 0.05). Our analyses did not reveal a strong relationship between the m^5^C methylation level and the corresponding mRNA expression level, which is similar to the results of previous reports on bladder cancer and SLE (Chen et al., 2019b; Guo et al., 2020), and previous studies have shown that m^5^C methylation plays an important role in promoting the process of nuclear export (Yang et al., 2017). Therefore, the specific regulatory mechanism of m^5^C on mRNA deserves further exploration. Our research found that after OGD/R treatment, neurons are in a state of stress, their responses to chemical and oxygenated compounds are significantly enhanced, and neuronal apoptosis is simultaneously initiated. Methylation modification has been confirmed to play an important role in regulating neuronal death during neuronal oxidative stress (Chen et al., 2019c), but the role of the m^5^C modification in these processes remains unknown. Then, we focused on the up-regulated methylated transcripts and found that up-regulated transcripts with hypermethylated modification were significantly enriched in the processes of apoptosis and neurological diseases. However, these processes were not enriched in hypomethylated transcripts, indicating that m^5^C modification may play an important role in the pathological process of neuronal apoptosis and other neurological diseases. In addition, mRNA m^5^C modification was closely related to the neuronal fate after IRI. However, further functional studies are still needed to clarify the relationship between the neuronal mRNA m^5^C modification and expression level after IRI.

In summary, our study presented the first transcriptome-wide m^5^C methylation map before and after neuronal OGD/R injury and found that the m^5^C modifications are highly conserved in mRNA. Furthermore, our results provide a potential relationship between differential m^5^C mRNA modifications and neuronal damage induced by OGD/R. This new epigenetic modification may provide better insights into the pathogenesis of related neurological diseases and exogenous nerve damage. However, it is unclear how neuronal m^5^C expression can be specifically regulated; for example, the specific role of RNA methyltransferases NSUN2 and DNMT2 in neuronal ischemic injury remains unknown. More research is needed to discover its internal regulation mechanism. Targeting the m^5^C modification will become a promising strategy for the treatment of ischemia/reperfusion injury in the future.

## Data Availability Statement

The raw data has been made publicly available. GEO accession: GSE165256.

## Ethics Statement

The animal study was reviewed and approved by Experimental Animal Ethics Committee of Tianjin Medical University.

## Author Contributions

HJ, CZ, ZQ, and XL conducted experiments and data collection. HJ, YoL, YK, and WD analyzed and interpreted the m^5^C data. YiL, CW, WW, SS, and MH contributed to statistical analysis. HJ wrote the manuscript. SF and HZ provided the project funding and revised the manuscript. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Alteration of mRNA 5-Methylcytosine Modification in Neurons After OGD/R and Potential Roles in Cell Stress Response and Apoptosis
**Source:** Front Genet. 2021 Feb 3;12:633681. doi: 10.3389/fgene.2021.633681
**Supplement:** Supplementary file 1

## Supplementary Figures

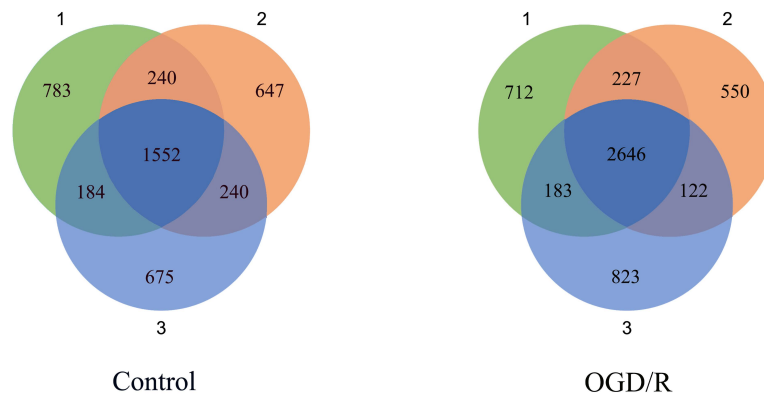

**Supplementary Figure 1.** Venn diagrams showing the overlap of mRNA m<sup>5</sup>C sites between three sequencing pool replicates.

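In control, 3628 of the mRNA sites of the union were called in 1 replicate only, 1387 in exactly 2 replicates and 1810 in all 3, which is 53.2%, 20.3% and 26.5%. In OGD/R 3 h these numbers were 4382, 1335 and 2563, or 52.9%, 16.1% and 31.0%. A site not listed in a library either had a level or a coverage under the limit or had no methylated read, and the files do not say which.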

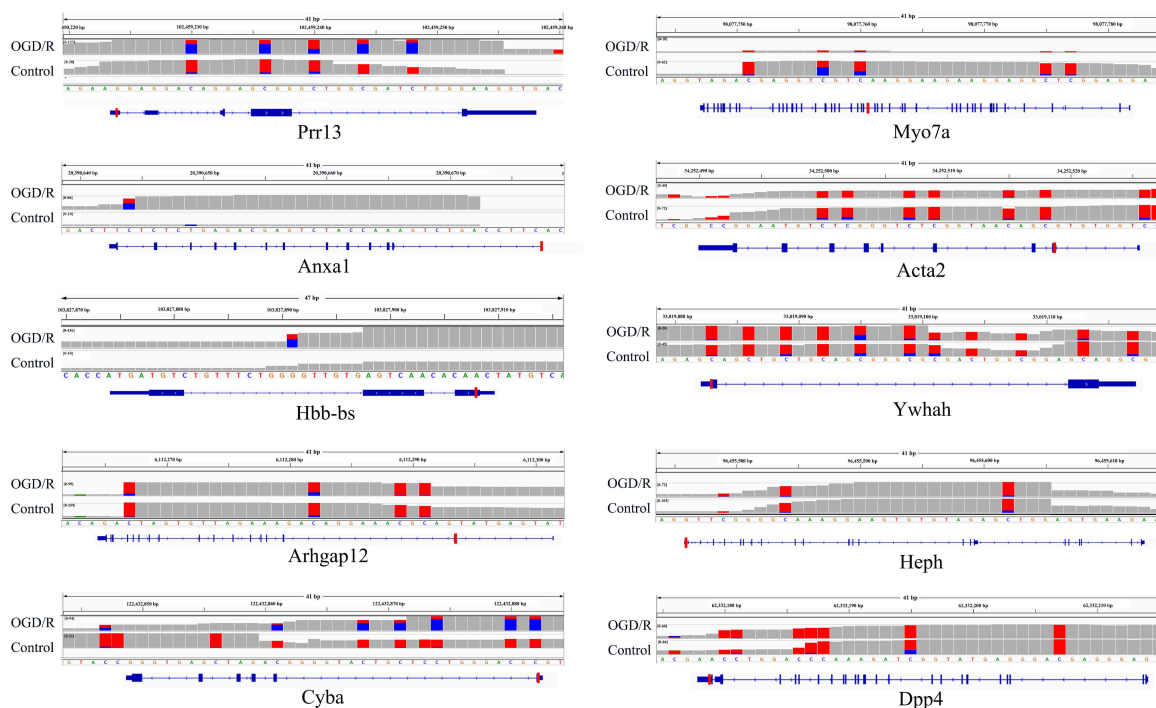

**Supplementary Figure 2.** According to RNA-BS-seq profiles, we randomly selected 5 hypermethylated fragments of different transcripts (left side) and 5 hypomethylated fragments of different transcripts (right side). Red indicates unmethylated C base (C base mutated to T base after the bisulfite treatment), and blue indicates methylated C base (no C base mutation occurred).

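Sites were counted in a short stretch of each of 10 candidate transcripts, with the bounds of the stretch read by eye from Supplementary Figure 2 of the paper. The stretch of Hbb-bs held 11 sites called in all 3 OGD/R 3 h libraries and 0 in control, and each of these sites had the highest score of 1000 in every OGD/R 3 h library. The stretch of Anxa1 held 6 and 0, also with scores of 1000, the stretch of Cyba 6 called in all OGD/R 3 h libraries and 0 in all control libraries, and the stretch of Prr13 5 and 2. In at least 1 control library, 1 site of the stretch of Cyba and 3 of that of Prr13 were called. In these 4 stretches, every cytosine of the strand between the first and the last site called in all 3 OGD/R 3 h libraries was itself called in all 3, 11 of 11 in Hbb-bs, 6 of 6 in Anxa1, 6 of 6 in Cyba and 5 of 5 in Prr13. The whole stretches held 11, 14, 10 and 6 cytosines of the strand, and the others in Anxa1, Cyba and Prr13 were not called in all 3 libraries. The files do not give the coverage of the stretches in control. In the stretch of Arhgap12, 2 sites were called in all OGD/R 3 h libraries and 0 in all control libraries. The stretches of Ywhah and Acta2 held 4 and 3 sites called in all control libraries, against 1 and 2 called in all OGD/R 3 h libraries. The stretches of Myo7a, Dpp4 and Heph each held 1 site called in all control libraries and 0 in all OGD/R 3 h libraries.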

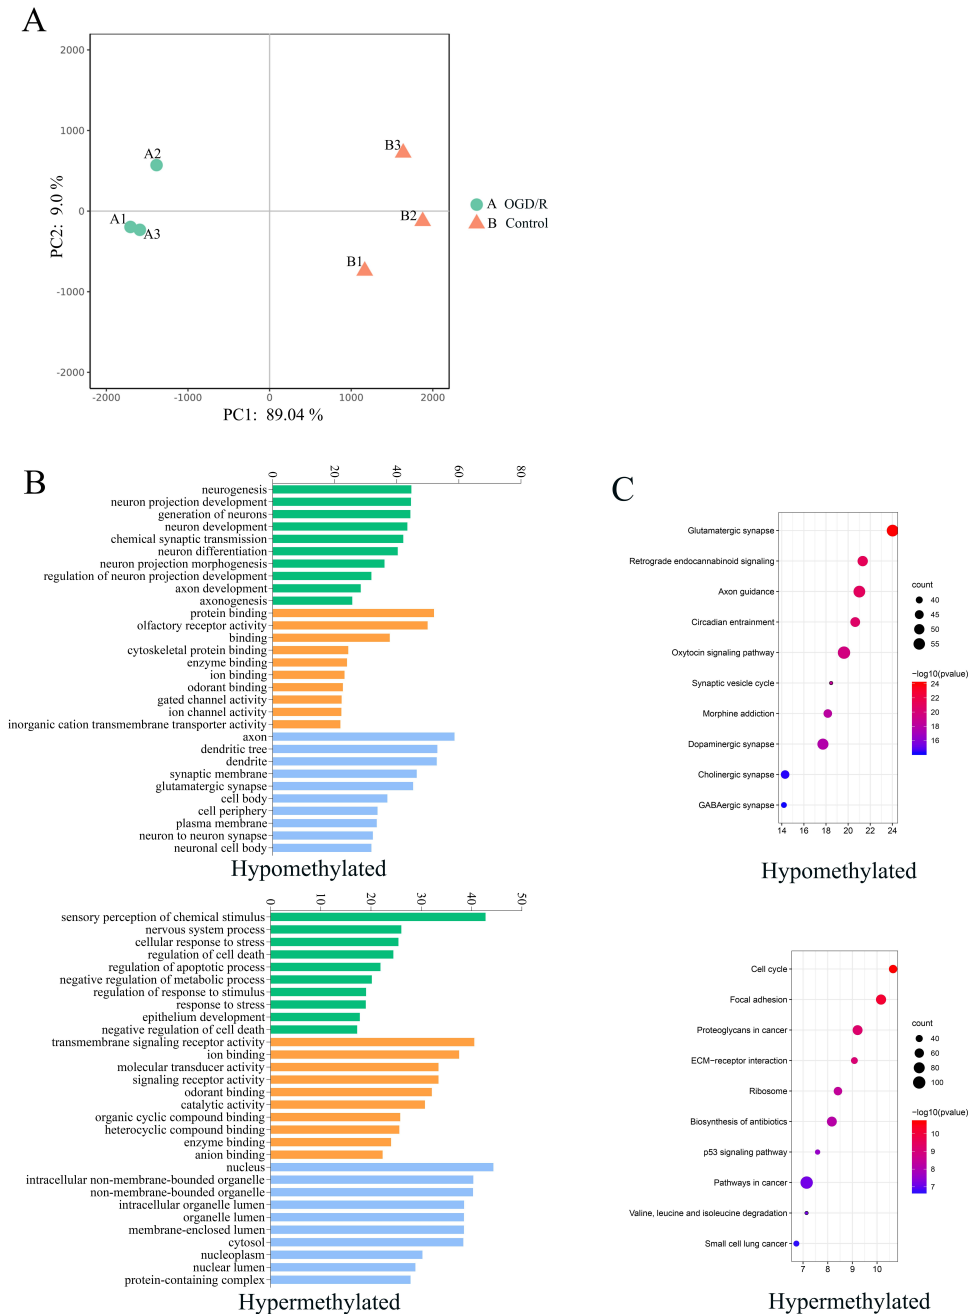

**Supplementary Figure 3.** Analysis of differentially expressed mRNAs after OGD/R treatment. (A) Principal component analysis (PCA) of the mRNA expression profiles in control and OGD/R neurons. (B) Gene Ontology analysis of differentially expressed mRNAs. Green indicates biological process (BP), orange indicates molecular function (MF), and blue indicates cellular component (CC). (C) KEGG pathway analysis of differentially expressed mRNAs.

A

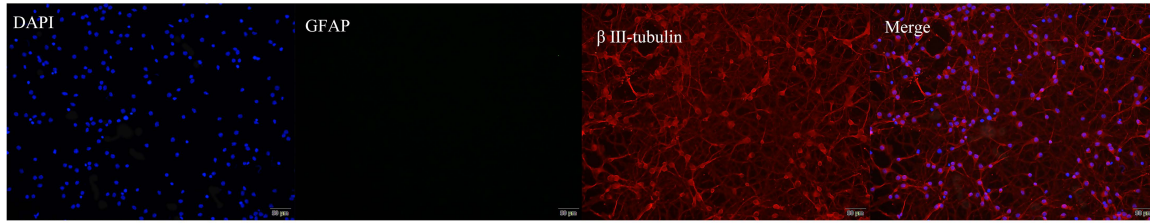

B

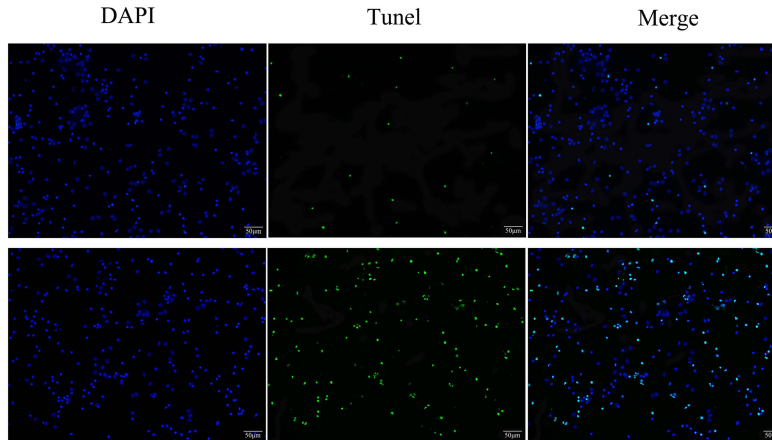

C

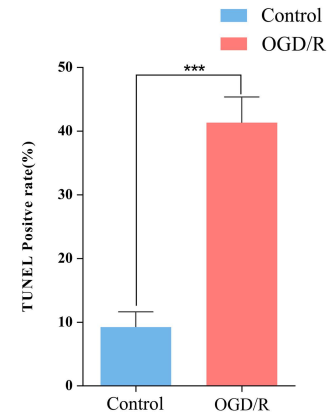

D

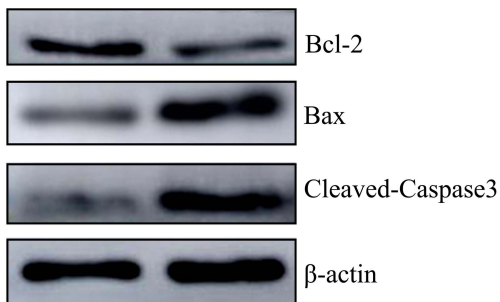

E

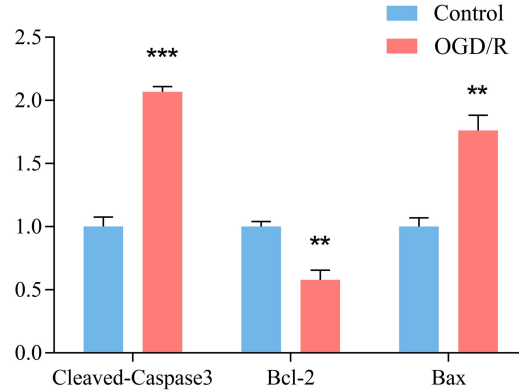

**Supplementary Figure 4.** Neuronal apoptosis occurs after OGD/R treatment in vitro. (A) Identification of the primary neurons after isolation for 6 days. Neurons were identified with an anti- $\beta$ -III tubulin antibody and GFAP staining to determine the presence of astrocytes, and nuclei were stained with DAPI, Scale bars = 50  $\mu$ m. (B) Neuronal apoptosis phenotype identified by a TUNEL assay: DAPI-stained nuclei are blue and TUNEL-positive cells are green. (C) The red column indicates the percentage of TUNEL-positive cells after OGD/R, which is shown with a blue column in the control group. (D) Identification of apoptotic protein markers by a western blot assay. (E) The grayscale was calculated by ImageJ and compared between the control group and the OGD/R group ( $p < 0.01$ ).

How the deposited data were processed for this re-analysis (not part of the article)

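Bisulfite-treated RNA, labelled as that of primary mouse cortical neurons, was measured in 9 libraries, with 3 replicates each of control, OGD/R 1.5 h and OGD/R 3 h. The 9 mock libraries, whose RNA was not treated with bisulfite, were not analysed here. The authors trimmed the reads with Cutadapt, aligned them to mm10 with meRanGh and called sites with meRanCall in each library on its own. Sites are credible with a level of at least 0.1 and a coverage of at least 10. The deposited files list the sites of each library with a score, to which the authors applied no normalization for depth. The labels say that bisulfite and mock libraries entered the files, and the paper aligned the reads of an input library to mm10 with STAR. It does not say whether this is the mock library or how that library entered the calls of sites.

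Read totals were not used here, so the depth per library is unknown and the number of sites per library is given instead. The score takes in coverage and level at once, so that no level, count of methylated reads or confidence interval could be derived. The methylation level, the per-site regression on methylated counts and the level difference per gene, which had been set before the data were examined, were replaced by the score, by the overlap of scores between groups and by the number of sites per gene.

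Sites were read with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The mm10 sequence was indexed with samtools 1.23.1. Positions are counted from 1. A site is a chromosome, position and strand, and an mRNA site lies in an exon of a RefSeq protein-coding transcript on its strand. Start and stop codon regions are the 100 nt on either side of the codon. The values of a group are the mean and SD over 3 libraries or, for overlaps, the union of the libraries.

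Whether replicates differ by more than sampling noise was checked from the coverage in the part of Supplementary Table 3 that was held, as a chi-square per degree of freedom between replicates over sites called in all 3 libraries. All sites, sites within ranges of coverage or level, and 1 site per gene with a mean coverage of at least 20 were tried before the measure was chosen, and all gave ratios under 1. The check was tested on simulated data, with 500 sets of independent libraries that passed through the same limits on coverage and level. The lowest mean ratio in these sets was 0.768 in control and 0.801 in OGD/R 3 h over all sites, above the observed 0.348 and 0.496. Between the groups, the ratio over 115 shared sites was 15.7 to 20.3. The 3 libraries of a group were therefore counted as 1 sample. The exact permutation tests and the regressions set for 3 against 3 libraries were not run. No p-value was computed for a difference between the groups. The check of replicates also gave p-values for ratios under 1, which are not printed. For OGD/R 1.5 h no coverage was held, and its libraries were treated in the same way.

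The genes named are the 10 candidates of Figure 2B, the 10 high-degree nodes named in the text, the 3 sites with the largest rise and the 3 with the largest fall among those whose groups of libraries do not overlap, the 3 genes with most sites in each group, and the genes of marker lists that carry a site. The 5 marker lists, for intestinal epithelium, erythroid cells, neutrophils and bone marrow, smooth muscle and fibroblasts, and neurons, were compared with 10000 random lists of annotated genes of the same size, which were not matched on expression.

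The alternatives were sites called in all 3 or in at least 2 replicates of a group, sites called in all 6 libraries, the mean in place of the median, 50 nt around the codon, the share of the library's sites in place of sites per megabase, and each library left out in turn. Chosen after the data had been seen were a score of at least 10, the GENCODE annotation, sites with no other site within 10 nt in the same library, the union of 3 replicates for the number of genes, for the sites per gene and for the contexts, sites called in at least 2 replicates for all results but the overlap, and all alternatives for the score of OGD/R 1.5 h. Enrichment of gene sets, binding sites of RNA-binding proteins, expression of all genes, MeRIP and overlaps with the part of Supplementary Table 3 held were not analysed here.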

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

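The tests by the number of genes and by the coverage per gene were chosen only after the result was seen.

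The number of m5C sites per library moved in opposite directions after the deprivation times of 3 h and 1.5 h, which is a difference between groups. The log2 ratio to control was 0.30 for OGD/R 3 h and -0.11 for OGD/R 1.5 h. Each OGD/R 3 h library held more sites than each control library, and each OGD/R 1.5 h library, with 5423, 5745 and 5684 sites, held fewer. The difference was not tested, since the libraries of a group count as 1 sample. With each library left out in turn, the ratios ranged from 0.27 to 0.33 and from -0.13 to -0.08. The union of 3 libraries held 10620 sites in control, 12763 in OGD/R 3 h and 10701 in OGD/R 1.5 h. The fall in OGD/R 1.5 h was therefore seen per library and not in the union.

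For the mRNA sites of OGD/R 3 h, more depth alone would raise the number of genes with a site as well, but this number fell by 0.26 on the log2 scale, beyond the spread between libraries. Clusters of unconverted cytosines, called within 10 nt of each other, as the whole cause would leave no excess among sites with no other site within 10 nt. These sites had a log2 ratio of 0.19, with every OGD/R 3 h library above every control library. Unconverted cytosines further apart, or with neighbours that were not called, would count among these sites, so incomplete conversion stays open. Clusters may still account for part of the excess, since the ratio over all mRNA sites was 0.32. A part played by a difference in depth between the groups stays open. The median log2 change of the score at the 250 mRNA sites called in all 6 libraries was 0, over sites that went both ways, with a higher score in OGD/R 3 h at 33.2% of them. Higher coverage of the same sites in OGD/R 3 h stays open too. At 115 sites of Supplementary Table 3 the median log2 ratio of coverage was 1.08, but with 1 value per gene it was -0.17 over 48 genes, of which 41.7% had higher coverage in OGD/R 3 h. These sites come from the part of the table that was held, and coverage follows expression as well as depth. An effect of deprivation for 3 h is an open explanation and was not tested.

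For OGD/R 1.5 h, a difference in depth between the groups cannot be told apart from an effect of the condition. The median log2 change of the score was -0.088 at the 294 mRNA sites called in all 6 libraries of OGD/R 1.5 h and control, and 38.8% of these sites had a higher score in OGD/R 1.5 h. What keeps it open is that the score mixes coverage with level and that no coverage was held for this group.

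The OGD/R 1.5 h libraries, on which the paper does not report, held 955 sites that were called in all 3 of them and in no control library, 45.5% of the 2100 sites called in all 3. Of these, 262 were also called in an OGD/R 3 h library. The reverse comparison gave 1449 sites called in all 3 control libraries and in no OGD/R 1.5 h library, 54.8% of 2642, so the number is not larger than the one that control gives. Whether these sites had too little coverage in the control libraries was not tested, and no biological explanation was tested.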

How the results depend on the processing

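Chosen only after the data had been seen were a score of at least 10, the GENCODE annotation, sites with no other site within 10 nt in the same library, the union of 3 replicates for genes, sites per gene and contexts, at least 2 replicates for results other than the overlap, and all alternatives for the score in OGD/R 1.5 h.

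Of 228 values computed under an alternative, of which 162 left out 1 library, 188 moved by less than the spread set for them, 37 moved by more and 3 changed sign. The causes were not tested. No single value that left out 1 library changed sign, but the balance of genes with more and with fewer sites did. It was 550 to 507 with all libraries, 506 to 666, 507 to 630 and 505 to 657 without control replicate 1, 2 or 3, and 641 to 757 with sites called in at least 2 replicates.

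The 3 values that changed sign concern the score. At sites called in all 6 libraries, the log2 ratio of OGD/R 3 h to control was -0.32 in place of 0.31, with library medians that overlapped and a median change per site of 0, and that of OGD/R 3 h to OGD/R 1.5 h was -0.26 in place of 0.78. At sites called in all 3 replicates of a group, the ratio of OGD/R 1.5 h to control was 0.24 in place of -0.47, and that of OGD/R 3 h to OGD/R 1.5 h was 0.032. At sites called in all 6 libraries, the ratio of OGD/R 1.5 h to control was -0.21. With the library mean in place of the median, the ratio was -0.19 for OGD/R 1.5 h to control and 0.52 for OGD/R 3 h to OGD/R 1.5 h.

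With a score of at least 10, the log2 ratio of OGD/R 3 h to control was 0.45 for all sites, 0.43 for mRNA sites and -0.19 for genes, and the ratio of all sites in OGD/R 3 h to OGD/R 1.5 h was 0.58. The differences were -11.41 percentage points in genes with 1 site, 5.70 in genes with more than 8 sites, -8.94 in CG and 11.00 in CHH, and the shares of sites in 1 group only were 84.0% in control and 87.6% in OGD/R 3 h.

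With sites that had no other site within 10 nt, the log2 ratio of mRNA sites was 0.19, and the differences were -9.84 points in genes with 1 site, 2.57 in genes with more than 8 sites and -0.986 in CHG. With sites called in all 3 replicates, the log2 ratio of genes was -0.10, the differences were -13.47 and 4.92 points in genes with 1 site and with more than 8 sites, and the shares in 1 group only were 86.2% and 90.2%. With at least 2 replicates, these shares were 84.8% and 87.5%, and the difference in genes with more than 8 sites was 5.73 points. With the union, it was 7.25 points, and the log2 ratio of genes was -0.32. By share of the library's sites, all OGD/R 3 h libraries lay above all control libraries on 4 chromosomes in place of 15.

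With each library left out in turn, the share of sites found only in control ran from 78.5% to 82.8%, and that found only in OGD/R 3 h from 82.1% to 85.7%, since fewer libraries make smaller unions. Without OGD/R 3 h replicate 3, the difference in the start codon share was 1.79 percentage points in place of 3.04, and that in the CDS share was -2.31 in place of -3.88. Without control replicate 2 these differences were 2.02 and -2.44. The Pearson correlation across genes with expression was 0.00348 without OGD/R 3 h replicate 1, 0.00823 without OGD/R 3 h replicate 2 and 0.0479 without control replicate 2, in place of 0.0255. The share of sites whose groups of libraries do not overlap was not recomputed with a library left out, since chance gives another share there.

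No paired analysis was possible because neither the labels nor the paper say that libraries with the same replicate number share a culture or a batch, and because the libraries of a group count as 1 sample. A coverage of at least 20, a level of at least 0.2, the pooled level, limma, Fisher's exact test, a level difference of 0.1 and levels at sites called in all 6 libraries were not run, since the files give neither coverage nor level. The unknown depth limits every comparison of numbers of sites.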

Differences from the paper's values

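Chosen only after the values were seen were the union of 3 replicates and sites called in at least 2 replicates as measures of the number of sites per gene, and the mean of single libraries as a measure of the paper's number of mRNA sites.

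The union of 3 control libraries held 6825 mRNA sites against the paper's 4321, and the union of 3 OGD/R 3 h libraries held 8280 against the paper's 5263. A gap is called closed here when a value is within 1.5 times the paper's value. Of the alternatives set before the data were examined, sites called in at least 2 replicates of a group closed the gap, with 3197 and 3898. Both numbers are still below those of the paper. Sites called in all 3 replicates left the gap open, with 1810 and 2563. The filter behind the paper's numbers was not identified. A single library held 3944 mRNA sites on average in control and 4914 in OGD/R 3 h, which is also within 1.5 times the paper's values.

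The unions shared 1397 mRNA sites, against about 680 in Fig. 1A of the paper, read by eye. With sites called in at least 2 replicates the groups shared 487, which closed the gap, and with sites called in all 3 replicates they shared 250, which left it open.

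Genes with more than 8 sites made up 5.25% of the genes with a site in a control library, against the paper's 3.4%. Of the alternatives set before the data were examined, sites called in all 3 replicates, with 2.23%, left the gap open. Sites called in at least 2 replicates, with 4.58%, closed it, and were chosen for this measure after the values had been seen. The union of 3 libraries, also chosen after the values had been seen, gave 8.92% in control and, for OGD/R 3 h, 16.2% against the paper's 9.3%. A single OGD/R 3 h library gave 11.6%, within 1.5 times the paper's value. A first version of this comparison used the union as the main measure for genes, sites per gene and contexts. It was replaced by the mean of single libraries after the values had been seen, which removed the difference in OGD/R 3 h.

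The paper ranks the CDS second in its order of regions, behind the start codon and ahead of the 5′ untranslated region. By number of sites the CDS came first in the control union, with 55.5% of the sites against 24.0% in the start codon region. By density the 5′ untranslated region came second, with 6.44 sites per 1000 cytosines against 4.06 in the CDS.

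The paper places the peak of sites immediately downstream of the start of translation in both groups. In OGD/R 3 h the window from -100 to -1 nt held 23.5 sites per 1000 cytosines and the window from 0 to 99 nt held 23.3. The paper plotted peak density along the transcript, while these values are densities per cytosine, so the measures are unlike.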

Other observations

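Chosen only after the results were seen were the tests of RNA from other cells, of the limits on coverage and level, of the expression of genes at level 0, and of the cytosines in Anxa1 and Hbb-bs.

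In OGD/R 1.5 h, a library held 3604 ± 128 mRNA sites in 1266 ± 3.46 genes (SD, 3 libraries). CG made up 22.0 ± 0.891% of these sites and CHH 38.2 ± 1.18%. The genes with most sites in the union were Ncor1 with 68, Actb with 47 and Myo1a on chromosome 10 with 46. The union shared 1855 mRNA sites with control and 1513 with OGD/R 3 h. Against OGD/R 1.5 h, the log2 ratio of all sites in OGD/R 3 h was 0.41.

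The share of CG was lower and that of CHH higher in OGD/R 3 h than in control. Clusters of unconverted cytosines, called within 10 nt of each other, as the whole cause would remove the difference among sites with no other site within 10 nt. The CHH share of these sites was still 7.96 percentage points higher, with every OGD/R 3 h library above every control library. Unconverted cytosines with no called neighbour would count among these sites. Other technical explanations, such as unequal conversion, were not tested, and an effect of the condition stays open.

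The sites of Anxa1 and Hbb-bs in OGD/R 3 h lie in unbroken stretches. In the parts drawn in Supplementary Figure 2, 17 of the 17 cytosines between the first and the last site, or 100%, were called in all 3 OGD/R 3 h libraries, as was every cytosine between the sites of Cyba and Prr13. These bounds are set by the called sites themselves. Of all cytosines in the parts drawn, 11 of 11 were called in Hbb-bs, but only 6 of 14 in Anxa1, 6 of 10 in Cyba and 5 of 6 in Prr13. Between the first and the last site, 2 of 3 cytosines were called in Arhgap12 and 2 of 9 in Acta2. Clusters of unconverted cytosines are a candidate explanation for the sites of Anxa1 and Hbb-bs and cannot be told apart from dense methylation here, since the genes were picked for the pattern and no measure of conversion was held. Whether the control libraries covered these stretches is not known from the files, and the control tracks of both genes in Supplementary Figure 2 are drawn on a much lower scale than the OGD/R tracks. The figure also draws fewer coloured cytosines in both than the files list, and the strand it colours could not be settled. An effect of OGD/R was not tested.

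Sites lay in many transcripts of intestinal epithelium. Of a list of 25 genes, 23 carried a site in control, 20 in OGD/R 1.5 h and 25 in OGD/R 3 h, while random lists of as many genes had a median of 2. The list was fixed ahead of the processed data, but 6 of its genes had been seen in the paper, and 22 of the 25 are in Supplementary Table 4. Without the 6, a restriction chosen after the whole list had been counted, 18 of 19 genes carried a site in control, and the highest of 10000 random lists, not matched on expression, had 8. Of 18 neuron genes, 0 carried a site in any group, but random lists of as many genes had a median of only 1, so this alone decides nothing about neurons. Of 9 annotated erythroid genes, 1, 0 and 2 carried a site in control, OGD/R 1.5 h and OGD/R 3 h. Random lists had a median of 1, 1 and 0. Of 13 neutrophil and bone marrow genes, 0, 0 and 3 did, where random lists had a median of 1, and of 11 smooth muscle and fibroblast genes, 4 did in each group, where random lists had a median of 1. In OGD/R 3 h, the erythroid genes Hbb-bs and Hbb-bt carried 25 and 6 sites. S100a8, S100a9 and Ngp of the neutrophil and bone marrow list carried 9, 7 and 5. All these sites were called in all 3 OGD/R 3 h libraries, and these genes had no site in control or OGD/R 1.5 h. Whether RNA from other cells differed between the groups was not tested. No gene is in more than 1 list, and 3, 3, 4 and 0 genes of the erythroid, neutrophil, smooth muscle and neuron lists are in Supplementary Table 4. The most abundant genes of the intestinal list had high coverage in the part of Supplementary Table 3 held. The highest coverage of a site was 669 in Apoa1 and 634 in Apoa4 in control, and in Fabp2 it was 388 in control and 318 in OGD/R. RNA from other cells, of the intestinal epithelium, is a candidate explanation for these sites. A mislabelled sample was not tested, how many genes of the list cultured neurons express is not known here, and a gene without sites may lack coverage or methylation. The source of the RNA cannot be settled from lists of sites.

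The libraries of a group differed by less than sampling noise. The coverage and level that a call needs narrow the spread near the limit, but at sites with a mean coverage of at least 80 the highest ratio of any pair of replicates was still 0.746. The legend of Supplementary Figure 1 speaks of sequencing pool replicates. Separate libraries from 1 pool of RNA would still differ by sampling noise, so a shared pool alone leaves ratios under 1 unexplained. What the libraries of a group share is not known.

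Most hypomethylated genes of Supplementary Table 4 have a level of 0 in OGD/R. Lower expression of these transcripts in OGD/R would explain the missing sites. Only 133 of the 319 such genes are in Supplementary Table 5, and 71.4% of these rose. Of the 143 hypermethylated genes with a level of 0 in control that are in this table, 73.4% rose, against 69.5% of all its 406 genes. For the 95 hypomethylated genes that rose, the values argue against lower expression in OGD/R as the cause. The other 38 in the table fell, and most of the 319 genes are not covered, so the set as a whole stays open. Of the 143 hypermethylated genes, 105 rose and so were lower in control. For these, lower expression in control cannot be told apart from lower methylation. Both shares lie close to that of the whole table, which lists only part of the genes.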
